A study of Homo sapiens with 24 samples.

How the data were processed

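RNA was measured by poly-A RNA sequencing in 24 libraries from 4 established human cell lines, 3 from acute myeloid leukaemia (SKM-1, MV-4-11 and Kasumi-1) and 1 from non-small cell lung cancer (NCI-H1299). Per the labels, each line was treated for 24 h with DMSO, with ABBV-075 at 100 nM or with ABBV-744 at 200 nM, and each of the 12 groups holds 2 libraries. The doses of the compounds differ, so each comparison between them is a comparison at these doses. Replicate numbers follow the order of deposition and pair no libraries across treatments. The labels do not say whether the 2 libraries of a group come from separate cultures. If they are technical replicates, the p-values measure only the spread between these samples.

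The authors deposited 1 table of FPKM values (fragments per kilobase, scaled to library size) with 30373 genes and transcripts in 24 columns, of which 21670 matched a gene symbol. Per the submitters' processing notes DESeq2 was used. Its version and its part in the table, the aligner, the quantifier, the genome build and the annotation are not given in the sources used here, so no coordinates are printed. FPKM is not a count, so the depth of each library is unknown and no counting interval was computed. Of all values, 0.215% lay above 0 and below 0.0001. The FPKM sum per library ran from 543426 to 719215, and 11243 to 12624 genes per library reached 1 FPKM.

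Values were analysed as log2(FPKM + 1). Genes with at least 1 FPKM in at least 2 libraries of every line in a comparison were tested, and 15478 were tested in at least 1 comparison, 14050 of them matched to a symbol. A linear model with 12 group means and 12 residual degrees of freedom was fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit, and eBayes with trend and robust, statmod 1.5.0). Tests were two-sided, p-values were adjusted by Benjamini and Hochberg within each comparison, and a gene was called at an adjusted p under 0.05. With 2 libraries against 2, an exact permutation test of a single gene cannot go below p = 0.333, so calls rest on the spread that limma shares across groups and genes. The 18 comparisons set each compound against DMSO and ABBV-744 against ABBV-075 in each line, in the mean of the 3 leukaemia lines (the AML mean) and in the difference between the AML mean and NCI-H1299. Intervals of a log2 difference are at 95%. Errors after ± are standard errors of the log2 difference with 2 libraries per group, or SD for FPKM values. AML mean errors and p-values take the 3 lines as fixed and leave out the spread between lines. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 drew the plots.

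A total of 29 gene lists with 595 genes, 594 of them found in the table, were tested with camera from limma with a preset correlation between genes of 0.01, and again with an estimated correlation. Lists with fewer than 3 tested members in a comparison were not tested, which left out the lymphoid list in every comparison. List p-values were adjusted within each comparison. Of the list genes, 583 were matched by symbol, 8 by Ensembl identifier, 2 by RefSeq synonym and 1 by an older name. Genes to be named were set by a rule. It always allowed MYC, HEXIM1, SERPINI1, CCR2, CD180, BRD2, BRD3, BRDT, BCL2, BCL2L1, MCL1, BCL2L11, CDK6, CDKN1A and MYB, and some genes that the rule allowed are not reported here. For each compound in the AML mean it allowed the 10 genes with the largest rise and the 10 with the largest fall among those called in the same direction in all 3 lines, and 5 and 5 for each single line, with 10 and 10 for NCI-H1299. Between the compounds it allowed 6 and 6 genes in the AML mean and NCI-H1299 and 3 and 3 in each leukaemia line. For the AML mean minus NCI-H1299 it allowed 6 and 6 per compound. These genes needed a mean of 5 FPKM in the higher group. From each list it allowed up to 4 called members with the largest change and up to 2 that were not called. The 29 lists, the naming rule, the comparisons, the tests and the alternative settings were fixed before the data were examined, with exceptions. The exceptions are 2 settings named below and the tests that the closing sections mark as chosen after data had been seen. A further list, of targets of the oxidant defence regulator NRF2, was written after the ferritin gene values were seen and before its own test.

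The similarity of the compounds was measured as the correlation and covariance of their changes across genes. Because both changes share the DMSO libraries, the measures were also computed on 20 simulated data sets with no effect, and again with 1 DMSO library for each compound (separate controls). The relative size of the ABBV-744 changes was the median, over genes called with ABBV-075, of the ABBV-744 change divided by the ABBV-075 change. Genes were chosen with 1 DMSO library and the ratio was measured against the other, both ways, and the mean of both was reported. The procedure was tested on data simulated with 1 pooled spread per gene, which understates that of SKM-1 DMSO. Of genes changed 2-fold, 88.1% were called in SKM-1, 97.0% in the AML mean and 73.1% for the AML mean minus NCI-H1299. Of calls, 5.11% to 7.64% were false.

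The settings varied were a pseudocount of 0.1 or 5, no filter or a filter of 5 FPKM, rescaling to TPM, median centring, quantile normalization, limma without trend or robust, a separate fit per line (for the AML mean, a fit of the 18 leukaemia libraries), and leaving out each of the 24 libraries. A GC correction was added after seeing the data. It used lowess with a span of 0.3 on genes with a mean log2 value above 2, with a GC value for 89.6% of tested genes. A fit without SKM-1 DMSO replicate 2 and Kasumi-1 ABBV-075 replicate 2 was also added after seeing the data. These are called the 2 libraries that stand apart, as each comes from a pair with a wide spread. Which library of the Kasumi-1 pair is the distant one was not tested. No library was left out of the values reported unless stated.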

Results

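The data were poly-A RNA profiles of 24 libraries from 4 human cell lines treated for 24 h, with 2 libraries in each of 12 groups. SKM-1, MV-4-11 and Kasumi-1 are acute myeloid leukaemia (AML) lines, of which MV-4-11 carries an MLL fusion and Kasumi-1 a RUNX1-RUNX1T1 fusion, and NCI-H1299 is a non-small cell lung cancer line without p53. ABBV-075 (mivebresib) at 100 nM inhibits both bromodomains of the BET proteins, which bind acetylated histones at active genes. ABBV-744 at 200 nM is selective for the second bromodomain. DMSO was the vehicle control. Expression was deposited as FPKM, without counts, so the depth of the libraries is unknown.

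Most replicates were close to each other. Across genes, which are not independent replicates, the log2 values of the 2 libraries of a group correlated with r from 0.953 to 0.996. The SKM-1 DMSO libraries stood furthest apart, with an SD of the log2 difference of 0.686, followed by Kasumi-1 with ABBV-075 at 0.490, while the other 10 pairs lay between 0.146 and 0.289. In SKM-1 DMSO replicate 2 mitochondrial transcripts took 22.3% of the FPKM sum, against 9.13% in replicate 1, and MT-ATP8 read 33704 FPKM against 747. The spread of SKM-1 DMSO enters every SKM-1 comparison with DMSO. Between 50.6% and 85.8% of tested genes had no overlap between the 2 groups compared within a line, where chance gives 33.3%.

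The first question was how the leukaemia lines responded to ABBV-075. In the AML mean 7326 of 10787 tested genes changed (limma), 3617 up and 3709 down, and 521 rose and 913 fell at least 2-fold. MYC, the transcription factor that drives growth and ribosome production, fell by 3.34 ± 0.10 on the log2 scale (SE, 2 libraries per line and treatment). MYB, a regulator of blood progenitors, fell by 2.02 ± 0.07, BCL2, which blocks apoptosis, by 2.33 ± 0.07, and the B-cell and monocyte receptor CD180 by 2.24 ± 0.06. The MYB mean rests mostly on SKM-1. In MV-4-11 the fall of MYB was not called, and in Kasumi-1 the treated libraries were not all below DMSO. HEXIM1, an inhibitor of the elongation kinase P-TEFb and a marker of BET inhibition, rose by 2.52 ± 0.09, SERPINI1 by 2.91 ± 0.10 and the cell cycle inhibitor CDKN1A by 2.50 ± 0.11. All 3 lines shared 1144 genes called higher and 1143 called lower, where independence between lines would give 169 and 186.

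Among the genes called in all 3 leukaemia lines, the largest rises with ABBV-075 belonged to histone genes. HIST2H2BE rose by 4.35 ± 0.06, HIST1H2BD by 4.27 ± 0.07 and HIST1H2AC by 4.10 ± 0.10, although near-identical copies of these genes may share reads. TXNIP, an arrestin that restrains glucose uptake, rose by 3.74 ± 0.07, its relative ARRDC4 by 2.79 ± 0.08, and the nuclear RNA NEAT1 by 3.23 ± 0.11. The largest falls included the amino acid transporter SLC38A5 (-4.31 ± 0.16), the galectin LGALS12 (-4.16 ± 0.13), the granule protease CTSG (-3.94 ± 0.39), the nucleoside kinase NME1 (-3.42 ± 0.09) and the kinase MATK (-3.23 ± 0.14). BRD2, a BET gene, rose by 0.71 ± 0.06. BRD3 was not called, at -0.02 (95% interval -0.18 to 0.14). Among BCL2 relatives BCL2L1 fell by 1.07 ± 0.11, while the survival gene MCL1 rose by 1.03 ± 0.07 and the death-promoting BCL2L11 by 1.18 ± 0.06.

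Growth and replication lists fell with ABBV-075 in the AML mean. Of 32 MYC target and nucleolar genes 31 fell and none rose (median -1.30, camera adjusted p = 8.17e-13), among them the ribosome assembly genes NOP16 (-2.46 ± 0.15), RRS1 (-2.17 ± 0.08) and MRTO4 (-2.12 ± 0.07), while ODC1 was not called at 0.18. Of 29 DNA replication and G1/S genes 26 fell (median -1.46, adjusted p = 2.24e-11), including the helicase subunits MCM5 (-2.25 ± 0.17) and MCM2 (-2.15 ± 0.14) and UHRF1 (-2.14 ± 0.08), which maintains DNA methylation. Of 17 amino acid stress (ATF4) genes 15 fell (median -1.05, adjusted p = 1.40e-05), with the folate enzyme ALDH1L2 at -2.34 ± 0.07, TRIB3 at -2.17 ± 0.14 and the serine synthesis enzyme PHGDH at -2.12 ± 0.15, while DDIT3 was not called at -0.02. Of 30 mitotic genes 12 rose and 5 fell, without a call for the list (median 0.12, adjusted p = 0.361); PTTG1, which holds sister chromatids together, rose by 0.82 ± 0.14 and the kinetochore motor CENPE by 0.80 ± 0.20. The counts of these 4 lists, adjusted over each list alone, were the same.

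Myeloid lists also fell with ABBV-075 in the AML mean. Of 10 monocyte and macrophage maturation markers 8 fell and none rose (median -0.98, adjusted p = 0.00182), with the growth factor receptor CSF1R at -3.04 ± 0.12, the Fc receptor FCGR1A at -3.01 ± 0.21 and lysozyme (LYZ) at -1.61 ± 0.13. Of 11 primary granule and progenitor genes 8 fell and 2 rose (median -1.91, adjusted p = 0.00292). The means of PRTN3 (-3.51 ± 0.20), MPO (-2.57 ± 0.17) and ELANE (-2.55 ± 0.17) rest mostly on SKM-1. FLT3 was not called at -0.10. Of 16 leukaemia transcription factors and HOXA genes 11 fell and 2 rose (median -0.52, adjusted p = 0.00292, adjusted p = 0.0503 with an estimated correlation), with SPI1, a master regulator of myeloid cells, at -2.48 ± 0.14 and LMO2 at -1.96 ± 0.12, while HOXA9 was not called at 0.13. Pan-leucocyte genes fell as a list, 9 of 14 down and 2 up (median -0.46, adjusted p = 0.0380, adjusted p = 0.372 with an estimated correlation), but not without SKM-1 DMSO replicate 1 (adjusted p = 0.0808) or Kasumi-1 ABBV-075 replicate 2 (adjusted p = 0.0575). Adjusted over the list alone, the counts of these 4 lists were the same.

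Several lists rose with ABBV-075 in the AML mean. Of 12 BET inhibitor response markers known to rise 11 rose (median 2.68, adjusted p = 1.12e-09), and of 17 polyadenylated and other histone genes 16 rose (median 2.34, adjusted p = 4.37e-10; 16 up and 1 down adjusted over the list alone). CDK inhibitors rose, 6 of 7 up and 1 down (median 0.63, adjusted p = 0.00961), with CDKN1C at 1.40 ± 0.08 and CDKN2D at 1.29 ± 0.11 and CDKN2A at -0.75 ± 0.13. p53 target genes rose, 9 of 17 up and 3 down (median 0.59, adjusted p = 0.0329, adjusted p = 0.0566 with an estimated correlation), with the stress gene TP53INP1 at 2.79 ± 0.09 and the nuclease AEN at -2.00 ± 0.09. Immediate early and AP-1 genes rose, 11 of 14 up and 2 down (median 0.71, adjusted p = 0.00472, adjusted p = 0.0891 with an estimated correlation), with EGR1 at 1.53 ± 0.18, JUN at 1.18 ± 0.08 and FOSL1 at -1.33 ± 0.08. Lysosome and autophagy genes rose, 17 of 24 up and 5 down (median 0.56, adjusted p = 0.00322, adjusted p = 0.238 with an estimated correlation), with the autophagy receptor SQSTM1 at 1.69 ± 0.09 and GABARAPL1 at 1.62 ± 0.07. Interferon response genes rose, 7 of 11 up and 2 down (median 0.53, adjusted p = 0.0380, adjusted p = 0.506 with an estimated correlation), with IFI6 at 2.44 ± 0.18 and IRF7 at 1.96 ± 0.19, but not without SKM-1 DMSO replicate 1 (adjusted p = 0.0708) or Kasumi-1 ABBV-075 replicate 1 (adjusted p = 0.0696). Adjusted over the list alone, the counts other than that of the histone list were the same.

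The BET inhibitor response markers known to fall fell with ABBV-075, 6 of 7 down and 1 up (median -2.02, adjusted p = 6.03e-04). The remaining lists were not called in the AML mean. Of 21 cholesterol synthesis genes 12 fell and 1 rose (median -0.34, adjusted p = 0.0581), with the last enzyme of the pathway, DHCR7, at -1.17 ± 0.13. Of 19 glycolysis genes 9 fell and 2 rose (median -0.35, adjusted p = 0.176), with hexokinase HK2 at -1.39 ± 0.05. Of 10 pro-apoptotic BCL2 family genes 4 rose and 2 fell (median 0.14, adjusted p = 0.282), with BMF at 1.85 ± 0.08, and of 4 anti-apoptotic ones 1 rose and 2 fell (median -0.47, adjusted p = 0.569). Inflammatory cytokine and NF-kB genes split into 4 up and 4 down of 9 (median 0.13, adjusted p = 0.900), and extracellular matrix and mesenchymal genes into 5 up and 2 down of 9 (median 0.54, adjusted p = 0.134). For 4 uncalled lists the median was below 0 and the mean and the test above 0. Of 16 genes of BET proteins and P-TEFb 7 rose and 2 fell (median -0.01, mean 0.45, adjusted p = 0.0584), with the elongation factor ELL2 at 1.90 ± 0.09. Of 36 cytosolic ribosomal proteins 1 rose and 1 fell (median -0.01, mean 0.02, adjusted p = 0.900; 0 and 0 adjusted over the list alone, 2 and 3 at an unadjusted p under 0.05 by limma). Of 12 mitochondrial and nuclear retained transcripts 4 rose and 2 fell (median -0.06, mean 0.36, adjusted p = 0.569; 4 and 1 adjusted over the list alone), with MALAT1 at 2.40 ± 0.21. Of 25 housekeeping genes 6 rose and 8 fell (median -0.05, mean 0.02, adjusted p = 0.982; 5 and 7 adjusted over the list alone), with POLR2A at 1.11.

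**Figure D1:**
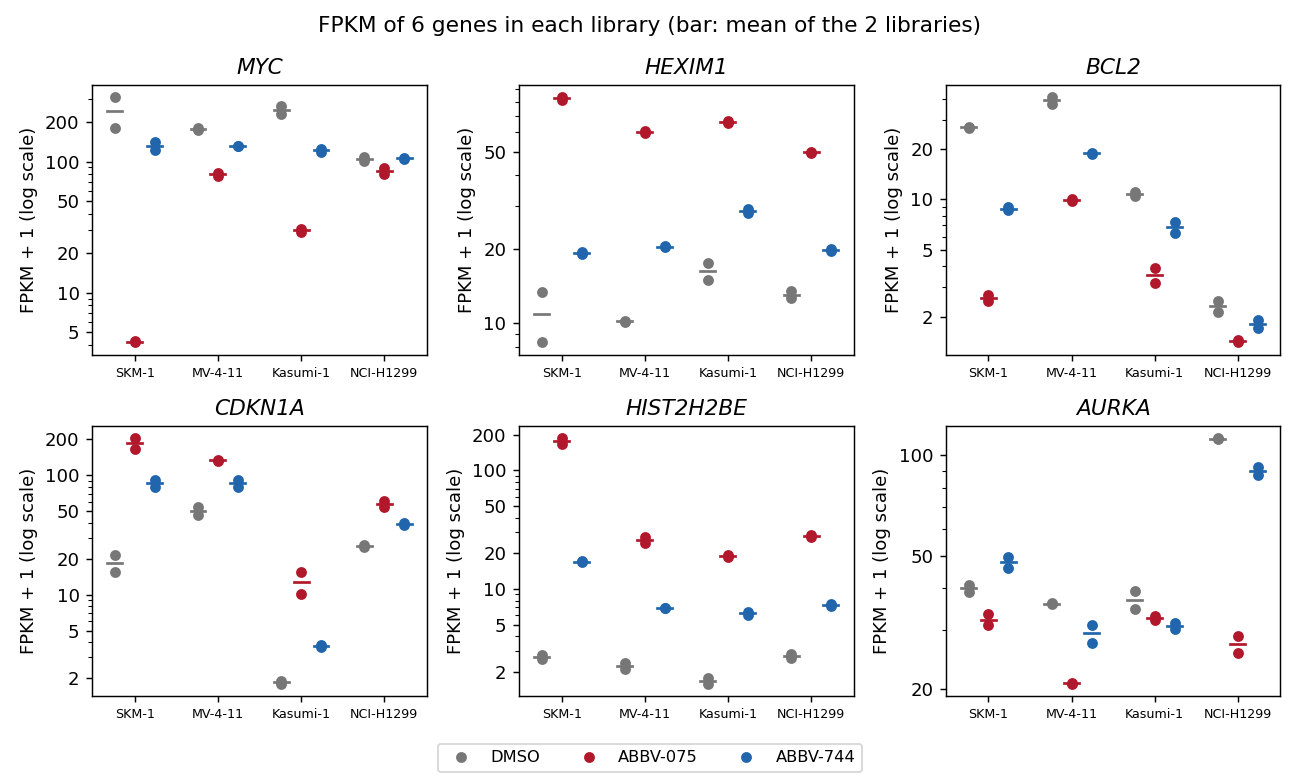
FPKM + 1 on a log axis of 6 genes in each of the 24 libraries, by line and treatment, where each point is a library and each bar the mean of 2. MYC in SKM-1 fell from a mean of 243 FPKM in DMSO to 3.22 FPKM with ABBV-075 and 130 FPKM with ABBV-744, while in NCI-H1299 it stayed between 83.2 and 105 FPKM on average.

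In SKM-1 alone, ABBV-075 changed 8055 of 13154 genes, 4209 up and 3846 down, and 5277 in a fit of SKM-1 alone. MYC fell by 5.80 ± 0.17, from 243 ± 92.1 FPKM to 3.22 ± 0.0686 (SD, n = 2), and MYB by 5.63 ± 0.12. Genes of neutrophil granules fell further than any other named gene: PRTN3 stood at -7.32 ± 0.34, MPO at -6.93 ± 0.30 and ELANE at -6.28 ± 0.29. HIST2H2BE rose by 6.04 ± 0.10, from 1.68 to 175 FPKM, BTG2, a p53 target that slows the cell cycle, by 3.86 ± 0.10, BMF by 3.70 ± 0.13 and CDKN1A by 3.33 ± 0.18. Of 13 primary granule and progenitor genes 12 fell and 1 rose (median -3.40, adjusted p = 1.64e-06), of 19 leukaemia transcription factors and HOXA genes 15 fell (median -0.78, adjusted p = 1.10e-05), with LMO2 at -3.63 ± 0.22 and GFI1 at -3.04 ± 0.12, and of 21 cholesterol synthesis genes 17 fell (median -0.85, or -0.56 without SKM-1 DMSO replicate 1, adjusted p = 7.89e-05). These 3 counts were the same adjusted over the list alone. Of 17 monocyte and macrophage markers 11 fell and 3 rose (median -0.95, or -1.46 without SKM-1 DMSO replicate 2, adjusted p = 2.34e-04), the same adjusted over the list alone, with FCN1 at -3.93 ± 0.08 and LYZ at -2.85 ± 0.23. Small erythroid and epithelial lists, with 4 tested members each, were not called (adjusted p = 0.272 and 0.538). For the epithelial list the median was -0.48 and the mean 0.01.

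In MV-4-11, ABBV-075 changed 5282 of 12467 genes, 2534 up and 2748 down. CCR2, a chemokine receptor of monocytes, fell by 5.17 ± 0.11, the macrophage pore protein MPEG1 fell by 5.43 ± 0.12 and the arginine synthesis enzyme ASS1 by 4.41 ± 0.28. MYC fell by 1.15 ± 0.17 and CDK6, a G1 kinase, by 2.01 ± 0.19, while ARRDC4 rose by 4.06 ± 0.14. MYB was not called, at -0.27, but was at the same -0.27 without SKM-1 DMSO replicate 1 or 2. ATF4 genes fell in 18 of 19 cases (median -1.76, adjusted p = 1.29e-12) and DNA replication genes in 27 of 30 (median -1.19, adjusted p = 1.16e-13; 28 adjusted over the list alone). MYC target and nucleolar genes fell, 18 of 32 down and 2 up (median -0.50, adjusted p = 3.32e-04, adjusted p = 0.0760 with an estimated correlation; 19 and 2 adjusted over the list alone). Cholesterol synthesis genes rose, 10 of 21 up and 1 down (median 0.35, adjusted p = 0.00294), unlike their fall in SKM-1, a difference between lines that was not tested. Of 30 mitotic genes 10 fell and none rose, without a call for the list (median -0.25, adjusted p = 0.129; 7 adjusted over the list alone).

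In Kasumi-1, ABBV-075 changed 6967 of 12158 genes, 3002 up and 3965 down. MYC fell by 3.06 ± 0.17, SLC38A5 fell by 5.21 ± 0.28, LGALS12 by 5.20 ± 0.23, the B-cell survival factor TNFSF13B by 4.34 ± 0.28 and BCL2L1 by 1.78 ± 0.19. SERPINI1 rose by 4.02 ± 0.17, the receptor LPAR6 by 3.67 ± 0.47 and CDKN1A by 2.76. CDK inhibitors rose, 6 of 7 up and 1 down (median 1.71, adjusted p = 9.39e-04), MYC target genes fell in 30 of 32 cases (median -1.58, adjusted p = 7.43e-12), and cholesterol synthesis genes fell, 14 of 21 down and 1 up (median -0.74, or -0.46 without Kasumi-1 ABBV-075 replicate 2, adjusted p = 0.0115), all 3 with the same counts adjusted over the list alone. Mitotic genes rose in 18 of 30 cases (median 0.46, adjusted p = 9.39e-04, adjusted p = 0.156 with an estimated correlation; 19 adjusted over the list alone). CDK6 was not called at 0.37 (95% interval -0.04 to 0.78) and was called at the same 0.37 without SKM-1 DMSO replicate 1 or 2.

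The lung cancer line asked whether ABBV-075 acted alike outside leukaemia. In NCI-H1299 it changed 6058 of 12851 genes, 2646 up and 3412 down, with 506 up and 992 down at least 2-fold. HEXIM1 rose by 1.93 ± 0.15, SERPINI1 by 1.92 ± 0.17, BRD2 by 1.69 ± 0.11 and CDKN1A by 1.16 ± 0.18. The largest rises included HIST1H2BD (4.65 ± 0.13), the muscle ribosomal protein RPL3L (3.58 ± 0.06) and the retrotransposon-derived gene PEG10 (3.43 ± 0.10, from 63.6 to 693 FPKM), and the largest falls TMEM158 (-3.01 ± 0.15), S100A2 (-2.72 ± 0.12) and the ubiquitin-conjugating enzyme UBE2C (-2.83 ± 0.43). MYC was not called, at -0.31 (95% interval -0.69 to 0.06), but was at the same -0.31 in a fit of this line alone and without SKM-1 DMSO replicate 1 or 2. BCL2 fell by 0.69 ± 0.12, at 1.30 FPKM in DMSO.

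Mitotic genes fell in NCI-H1299 with ABBV-075 in 29 of 30 cases (median -1.54, adjusted p = 8.70e-15). Among them were the kinases AURKA at -2.05 ± 0.10 and AURKB at -1.88 ± 0.21, and CDCA8 at -1.92 ± 0.12, while CENPE was not called at -0.47. DNA replication genes fell in 27 of 30 cases (median -1.44, adjusted p = 3.13e-13; 27 down and 1 up adjusted over the list alone) and MYC target and nucleolar genes in 25 of 32, with 1 up (median -0.71, adjusted p = 1.17e-05). Histone genes rose, 17 of 21 up and 1 down (median 1.66, adjusted p = 5.14e-12), and response markers known to rise in 11 of 11 cases (median 1.92, adjusted p = 3.68e-10). Leukaemia transcription factors and HOXA genes fell, 11 of 15 down and 1 up (median -0.65, adjusted p = 0.00293, adjusted p = 0.276 with an estimated correlation; 12 and 1 adjusted over the list alone), with HOXA7 at -1.59 ± 0.18 and HOXA9 at -1.03 ± 0.16. Of 23 extracellular matrix and mesenchymal genes 4 rose and 7 fell without a call (adjusted p = 0.481), with the growth factor CTGF at 2.04 ± 0.14. Of 7 epithelial genes 2 rose and 4 fell (adjusted p = 0.762), with keratin KRT8 at 1.44 ± 0.23. CDK inhibitors (2 up and 2 down of 7, adjusted p = 0.918) and p53 target genes (10 up and 7 down of 20, adjusted p = 0.704) were not called. Adjusted over the list alone, the counts were the same except where given.

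ABBV-744 addressed what inhibition of the second bromodomain does in the leukaemia lines. In the AML mean at 200 nM it changed 3830 of 10787 genes, 1969 up and 1861 down, of which 39 rose and 48 fell at least 2-fold. MYC fell by 0.77 ± 0.10, BCL2 by 1.11 ± 0.07, CD180 by 1.0 ± 0.06, CDK6 by 0.63 ± 0.11 and MYB by 0.41 ± 0.07. Among the leukaemia lines, all ABBV-744 libraries lay below DMSO for MYB in SKM-1 alone. HEXIM1 rose by 0.90 ± 0.09, SERPINI1 by 1.27 ± 0.10, CDKN1A by 1.33 ± 0.11 and BRD2 by 0.39 ± 0.06. HIST1H2AC rose by 2.80 ± 0.10, HIST1H2BD by 2.48 ± 0.07, TXNIP by 1.52 ± 0.07 and TP53INP1 by 1.43 ± 0.09. SLC38A5 fell by 2.17 ± 0.16, MATK by 1.55 ± 0.14, HLA-DRA, which presents antigens to T cells, by 1.36 ± 0.12 and the signalling kinase MAP4K1 by 1.17 ± 0.09. All 3 lines shared 135 genes called higher and 159 called lower, where independence would give 5.51 and 6.34.

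With ABBV-744 in the AML mean, 29 of 32 MYC target and nucleolar genes fell (median -0.61, adjusted p = 1.60e-18; 31 adjusted over the list alone), with NOP16 at -0.91 ± 0.15. ATF4 genes fell in 11 of 17 cases (median -0.53, adjusted p = 3.44e-06; 13 adjusted over the list alone), with ALDH1L2 at -1.29 ± 0.07 and the serine enzyme PSAT1 at -1.09 ± 0.07. DNA replication genes fell, 15 of 29 down and 2 up (median -0.32, adjusted p = 2.75e-05; 16 and 2 adjusted over the list alone), with the phosphatase CDC25A at -0.58 ± 0.05. Cholesterol synthesis genes fell in 9 of 21 cases (median -0.20, adjusted p = 4.13e-04), with CYP51A1 at -0.80 ± 0.12, and response markers known to fall in 6 of 7 (median -0.77, adjusted p = 9.61e-06), both the same adjusted over the list alone. Primary granule and progenitor genes fell, 6 of 11 down and 2 up (median -0.35, adjusted p = 0.0118, adjusted p = 0.102 with an estimated correlation), the same adjusted over the list alone, with CTSG at -2.45 ± 0.39 and the complement protease CFD at 1.04 ± 0.21. That call was lost without SKM-1 DMSO replicate 1 (adjusted p = 0.0681) or 2 (0.0739) and without MV-4-11 DMSO replicate 1 (0.0522) or 2 (0.0876).

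Histone genes rose with ABBV-744 in the AML mean in 14 of 17 cases (median 0.85, adjusted p = 7.99e-16; 15 adjusted over the list alone) and response markers known to rise in 10 of 12 (median 1.40, adjusted p = 3.30e-12; 10 up and 1 down adjusted over the list alone). p53 target genes rose, 7 of 17 up and 2 down (median 0.29, adjusted p = 0.00899; 8 and 2 adjusted over the list alone). CDK inhibitors rose in 4 of 7 cases (median 0.25, adjusted p = 0.0113), the same adjusted over the list alone, with CDKN2D at 0.86 ± 0.11, but not without SKM-1 DMSO replicate 1 (adjusted p = 0.0712). Mitotic genes rose, 11 of 30 up and 1 down (median 0.19, adjusted p = 0.00899, adjusted p = 0.249 with an estimated correlation), the same adjusted over the list alone. The call did not hold without SKM-1 DMSO replicate 1 (median 0.17). By line, 13 of 30 rose in SKM-1 (median 0.37, adjusted p = 0.00118, adjusted p = 0.132 with an estimated correlation). The SKM-1 call did not hold without SKM-1 DMSO replicate 1 either (median 0.29). The list was not called in MV-4-11 (0 up and 0 down, median 0.12, adjusted p = 0.211) or Kasumi-1 (0 up and 1 down, median 0.10, adjusted p = 0.159). Lysosome and autophagy genes rose, 11 of 24 up and 1 down (median 0.26, adjusted p = 0.00455, adjusted p = 0.301 with an estimated correlation; 11 and 2 adjusted over the list alone), with GABARAPL1 at 0.63 ± 0.07. Cytosolic ribosomal proteins rose as a list, 4 of 36 up (median 0.18, adjusted p = 0.0118, adjusted p = 0.611 with an estimated correlation; 0 adjusted over the list alone and 7 at an unadjusted p under 0.05), but not with quantile normalization or without SKM-1 DMSO replicate 2 (median 0.0484, adjusted p = 0.208) or Kasumi-1 ABBV-744 replicate 2 (adjusted p = 0.0680), while the median was 0.30 without SKM-1 DMSO replicate 1.

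The other lists were not called with ABBV-744 in the AML mean. Of 10 monocyte and macrophage markers 3 fell (median -0.08, adjusted p = 0.420), among them FCGR1A at -1.31 ± 0.21. Of 16 leukaemia transcription factors and HOXA genes 6 fell and 1 rose (adjusted p = 0.144), with IRF8 at -0.70 ± 0.10. Of 11 interferon genes 5 rose and 1 fell (adjusted p = 0.0790; 5 and 2 adjusted over the list alone), and of 16 BET and P-TEFb genes 8 rose (adjusted p = 0.0515). BRD3 was not called at 0.04. The pan-leucocyte list had 4 of 14 up (adjusted p = 0.353), with the surface proteins CD53 at 0.66 ± 0.08 and PTPRC at 0.57. Inflammatory (4 up and 2 down of 9), immediate early (2 and 1 of 14), glycolysis (0 and 4 of 19), pro-apoptotic (3 and 0 of 10), anti-apoptotic (1 and 2 of 4), extracellular matrix (2 and 1 of 9) and housekeeping genes (3 and 1 of 25) had adjusted p between 0.103 and 0.642. Mitochondrial and nuclear retained transcripts had 2 of 12 up, with a median of -0.03, a mean of 0.10 and an adjusted p of 0.598. Adjusted over the list alone, the counts were the same except where given.

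In SKM-1 alone, ABBV-744 changed 3593 of 13154 genes, 1954 up and 1639 down. The chemokine CCL3 rose by 3.25 ± 0.12, the calcium-binding S100A8, abundant in monocytes and neutrophils, by 3.18 ± 0.25 (from 59 to 502 FPKM), its partner S100A9 by 2.71 ± 0.38 and the integrin ITGAM by 1.32 ± 0.15. The granule genes MS4A3, MPO and PRTN3 fell (-2.01 ± 0.17, -1.86 ± 0.30 and -1.70 ± 0.34), CCR2 by 1.95 ± 0.11 and CD180 by 1.40 ± 0.10. MYC fell by 0.85 ± 0.17, or by 0.45 without SKM-1 DMSO replicate 1. Of 17 monocyte and macrophage markers 8 rose and 3 fell (median 0.35, adjusted p = 0.0303, adjusted p = 0.217 with an estimated correlation; 9 and 3 adjusted over the list alone), but the call was lost without SKM-1 DMSO replicate 1 (median 0.71, adjusted p = 0.0554) and without both libraries that stood apart (median 0.31, adjusted p = 0.0786). Inflammatory cytokine and NF-kB genes rose, 10 of 17 up and 2 down (median 0.66, or 1.02 without SKM-1 DMSO replicate 1, adjusted p = 8.04e-06; 11 and 2 adjusted over the list alone), with CCL4 at 1.63 ± 0.14 and ICAM1 at 1.48 ± 0.19, and primary granule genes fell, 9 of 13 down and 1 up (median -1.02, adjusted p = 2.19e-04), the same adjusted over the list alone. The gene count was 6143 without SKM-1 DMSO replicate 1, 1967 and 2108 without SKM-1 ABBV-744 replicate 1 and 2, 260 in a fit of SKM-1 alone and 5399 with GC correction. The share of calls that were higher was 54.4%, against 44.0% on the TPM scale.

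In MV-4-11, ABBV-744 changed 1421 of 12467 genes, 579 up and 842 down. CST7, an inhibitor of granule proteases, fell by 3.58 ± 0.17, CCR2 fell by 3.13 ± 0.11, the lectin CLEC10A by 2.94 ± 0.07 and BCL2 by 1.05 ± 0.12. HIST1H2AC rose by 2.14 ± 0.17, SERPINI1 by 1.35 ± 0.17 and HEXIM1 by 1.01 ± 0.15. MYC was not called at -0.44 (95% interval -0.81 to -0.06) and was called at the same -0.44 without SKM-1 DMSO replicate 1 or 2. ATF4 genes fell in 6 of 19 cases (median -0.43, adjusted p = 8.25e-06; 7 adjusted over the list alone) and primary granule genes in 5 of 13 (median -0.32, or -0.49 and -0.13 without MV-4-11 DMSO replicate 1 and 2, adjusted p = 3.83e-04), the same adjusted over the list alone. The number of called genes became 607 and 591 without MV-4-11 DMSO replicate 1 and 2, 856 and 721 without MV-4-11 ABBV-744 replicate 1 and 2, and 2303 and 2301 without SKM-1 DMSO replicate 1 and 2. It became 826 with a filter of 5 FPKM, 2906 with GC correction and 3216 without both libraries that stood apart. The share of calls that were higher was 40.7%, against 53.7% on the TPM scale.

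In Kasumi-1, ABBV-744 changed 2873 of 12158 genes, 1056 up and 1817 down. MYC fell by 1.02 ± 0.17, LGALS12 by 2.84 ± 0.23, SLC38A5 by 2.56 ± 0.28 and the inhibitory receptor CD300A by 2.27 ± 0.20. HIST1H2AC rose by 2.91 ± 0.17, SERPINI1 by 2.06 ± 0.17 and HEXIM1 by 0.82 ± 0.15. MYC target genes fell in 27 of 32 cases (median -0.92, adjusted p = 4.95e-17; 31 adjusted over the list alone), DNA replication genes in 20 of 30 (median -0.69, adjusted p = 1.30e-09; 22 adjusted over the list alone) and cholesterol synthesis genes in 13 of 21 (median -0.54, adjusted p = 1.00e-05; 13 adjusted over the list alone). The gene count was 1593 and 1678 without Kasumi-1 DMSO replicate 1 and 2, and 1720 and 1743 without Kasumi-1 ABBV-744 replicate 1 and 2. It was 927 in a fit of Kasumi-1 alone, 4653 with GC correction and 5040 without both libraries that stood apart. The share of calls that were higher was 36.8%, against 23.6% on the TPM scale, which lowered the median of all genes from -0.04 to -0.14, and 47.2% with quantile normalization.

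In NCI-H1299, ABBV-744 changed 683 of 12851 genes, 179 up and 504 down, with 32 up and 34 down at least 2-fold. HIST1H2AC rose by 1.88 ± 0.17, HIST1H2BD by 1.87 ± 0.13, the bile acid receptor NR1H4 by 1.35 ± 0.06 and BRD2 by 0.79 ± 0.11. The secreted matrix protein SPP1 fell by 1.57 ± 0.25, GLIPR1 by 1.49 ± 0.17, S100A2 by 1.44 ± 0.12, the hormone STC1 by 1.43 ± 0.07 and the matrix protein THBS1 by 1.29 ± 0.06. MYC was at 0.02 (95% interval -0.36 to 0.39) and was not called. HEXIM1 rose by 0.61, but was not called without NCI-H1299 DMSO replicate 1 (0.65) or 2 (0.56) or without NCI-H1299 ABBV-744 replicate 1 (0.61) or 2 (0.60). Histone genes rose in 13 of 21 cases (median 0.92, adjusted p = 5.66e-27; 17 adjusted over the list alone) and response markers known to rise in 6 of 11 (median 0.61, adjusted p = 9.63e-15; 7 adjusted over the list alone). Inflammatory genes fell, 3 of 11 down (median -0.37, adjusted p = 0.00988, adjusted p = 0.125 with an estimated correlation; 4 down and 1 up adjusted over the list alone). Mitotic genes fell as a list, with 0 of 30 called by limma (median -0.16, adjusted p = 0.0234, adjusted p = 0.342 with an estimated correlation). The mitotic call did not hold without NCI-H1299 DMSO replicate 2 (median -0.16) or NCI-H1299 ABBV-744 replicate 2 (median -0.12). The MYC target list was not called (median -0.14, adjusted p = 0.0624), with 0 of 32 genes called by limma, 0 adjusted over the list alone and 4 lower at an unadjusted p under 0.05. Fewer or more genes were called with 1 library left out: 299 and 256 without NCI-H1299 DMSO replicate 1 and 2, 351 and 410 without NCI-H1299 ABBV-744 replicate 1 and 2, and 1099 and 1098 without SKM-1 DMSO replicate 1 and 2. A fit of NCI-H1299 alone called 2739, GC correction 1309, the fit without both libraries that stood apart 1540, a pseudocount of 0.1 191 and a filter of 5 FPKM 324. The share of calls that were higher was 26.2%, against 36.5% with quantile normalization.

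**Figure D2:**
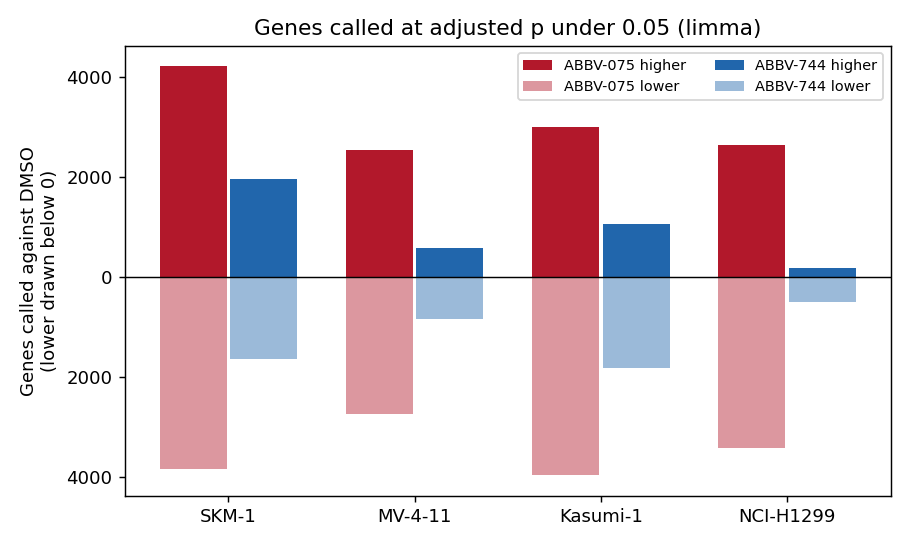
Genes called against DMSO by limma in each line, with genes that rose above 0 and genes that fell below 0, for ABBV-075 at 100 nM and ABBV-744 at 200 nM. ABBV-075 changed between 5282 and 8055 genes per line and ABBV-744 between 683 and 3593. The order of the lines with ABBV-744 depends on the model, as fits of each line alone called 2739 genes in NCI-H1299, 927 in Kasumi-1 and 260 in SKM-1.

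The compounds were then compared with each other, at 200 nM ABBV-744 and 100 nM ABBV-075. In the AML mean 5591 of 10787 genes differed, 3030 higher and 2561 lower with ABBV-744. MYC was 2.57 ± 0.10 higher with ABBV-744, MYB 1.61 ± 0.07, BCL2 1.22 ± 0.07, CD180 1.24 ± 0.06 and the neutrophil growth factor receptor CSF3R 2.24 ± 0.15. The MYB mean rests mostly on SKM-1. In MV-4-11 the MYB difference lost its call without SKM-1 ABBV-744 replicate 1 or 2, at 0.38 in both fits. ARRDC4 (-2.66 ± 0.08), HIST2H2BE (-2.29 ± 0.06), TXNIP (-2.22 ± 0.07), HEXIM1 (-1.62 ± 0.09) and CDKN1A (-1.17 ± 0.11) were lower. For BRD3 no difference was called, at 0.06 (95% interval -0.10 to 0.22). All 3 lines shared 472 genes called higher and 487 called lower, where independence would give 48.6 and 30.4.

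Most lists that ABBV-075 lowered were higher with ABBV-744. In the AML mean 28 of 29 DNA replication genes were higher (median 1.04, adjusted p = 3.34e-15), as were 28 of 32 MYC target genes with 2 lower (median 0.71, adjusted p = 1.32e-10), 9 of 10 monocyte and macrophage markers with 1 lower (median 0.92, adjusted p = 1.65e-04), 8 of 11 granule and progenitor genes with 1 lower (median 1.20, adjusted p = 9.72e-04; 9 and 1 adjusted over the list alone) and 12 of 17 ATF4 genes (median 0.63, adjusted p = 1.15e-04; 13 adjusted over the list alone). Of 16 leukaemia transcription factors and HOXA genes 11 were higher and 1 lower (median 0.38, adjusted p = 5.44e-04). Examples were MCM5 (1.87 ± 0.17), RRS1 (1.5 ± 0.08), SPI1 (2.26 ± 0.14) and, mostly from SKM-1, CSF1R (2.68 ± 0.12) and PRTN3 (2.61 ± 0.20). Of 14 pan-leucocyte genes 11 were higher (median 0.46, adjusted p = 2.62e-04, adjusted p = 0.123 with an estimated correlation; 12 adjusted over the list alone). Histone genes were lower, 15 of 17 down and 1 up (median -0.99, adjusted p = 2.26e-09), as were immediate early genes, 9 of 14 down and 2 up (median -0.56, adjusted p = 0.00225, adjusted p = 0.0794 with an estimated correlation), and lysosome genes, 15 of 24 down and 5 up (median -0.39, adjusted p = 0.00316, adjusted p = 0.247 with an estimated correlation). CDK inhibitors were lower, 5 of 7 down and 1 up (median -0.43, adjusted p = 0.0191, adjusted p = 0.0531 with an estimated correlation), but not without MV-4-11 ABBV-075 replicate 1 (adjusted p = 0.0893) or 2 (0.0894). Mitotic genes were not called (5 of 30 higher, adjusted p = 0.490). AML mean counts adjusted over the list alone were the same except where given. The mitotic value averages lines that moved apart. Of 30 genes 9 were higher in SKM-1 (median 0.33, adjusted p = 0.0310) and 9 in MV-4-11 (median 0.36, adjusted p = 8.90e-04). In Kasumi-1 13 were lower (median -0.36, adjusted p = 1.55e-04). With an estimated correlation the adjusted p were 0.294, 0.148 and 0.0899 in the same order. The SKM-1 call also did not hold without SKM-1 ABBV-075 replicate 1 (median 0.27) or SKM-1 ABBV-744 replicate 1 (median 0.27).

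In SKM-1 the compounds differed in 5735 genes, 2977 higher and 2758 lower with ABBV-744, and in 2357 in a fit of SKM-1 alone. MYC was 4.96 ± 0.17 higher, MYB 4.27 ± 0.12, MPO 5.07 ± 0.30, PRTN3 5.62 ± 0.34 and CSF1R 5.46 ± 0.20. No difference was called for CCR2 (0.14, 95% interval -0.11 to 0.38). CD180 was also not called (0.20, 95% interval -0.02 to 0.42), but was with a pseudocount of 0.1. Of 17 monocyte and macrophage markers 15 were higher (median 1.76, adjusted p = 3.43e-11; 16 adjusted over the list alone), with S100A8 at 4.06 ± 0.25 and FCN1 at 3.36 ± 0.08. In MV-4-11 the compounds differed in 2734 genes, 1556 higher and 1178 lower, with MS4A6A at 3.34 ± 0.15, CD180 at 2.51 ± 0.10 and CCR2 at 2.04 ± 0.11, and 17 of 19 ATF4 genes were higher (median 1.32, adjusted p = 3.24e-16), the same adjusted over the list alone. The MV-4-11 count was 1650 and 1586 without ABBV-075 replicate 1 and 2, and 1819 and 1784 without ABBV-744 replicate 1 and 2, and was 4328 with GC correction and 4528 without both libraries that stood apart. In Kasumi-1 they differed in 4579 genes, 2569 higher and 2010 lower, with MYC at 2.04 ± 0.17, BCL2L1 at 1.09 ± 0.19 and CDKN1A at -1.75 ± 0.18. The Kasumi-1 count was 2807 without ABBV-075 replicate 2, 2576 without ABBV-744 replicate 2 and 2379 in a fit of Kasumi-1 alone, and the share of calls that were higher was 56.1%, against 44.6% on the TPM scale.

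In NCI-H1299 the compounds differed in 4439 of 12851 genes, 2388 higher and 2051 lower with ABBV-744. The transcription factor FOSL1 was 2.41 ± 0.15 higher, UBE2C 2.53 ± 0.43, AURKB 1.84 ± 0.21 and UHRF1 1.96 ± 0.14, and HIST1H2BD (-2.78 ± 0.13), PEG10 (-2.65 ± 0.10), SERPINI1 (-1.56 ± 0.17) and HEXIM1 (-1.33 ± 0.15) were lower. Mitotic genes were higher in 29 of 30 cases (median 1.39, adjusted p = 2.62e-19), the same adjusted over the list alone, and DNA replication genes in 27 of 30 (median 1.26, adjusted p = 2.15e-17; 28 higher and 1 lower adjusted over the list alone). Inflammatory cytokine and NF-kB genes were lower in 6 of 11 cases (median -0.68, adjusted p = 9.81e-05; 8 adjusted over the list alone), with NFKBIA at -1.21 ± 0.12. MYC was not called at 0.33 (95% interval -0.04 to 0.70) and was at the same 0.33 without SKM-1 DMSO replicate 1 or 2. The gene count was 2859 and 2673 without NCI-H1299 ABBV-075 replicate 1 and 2 and 2777 without NCI-H1299 ABBV-744 replicate 1, and 7881 in a fit of NCI-H1299 alone.

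**Figure D3:**
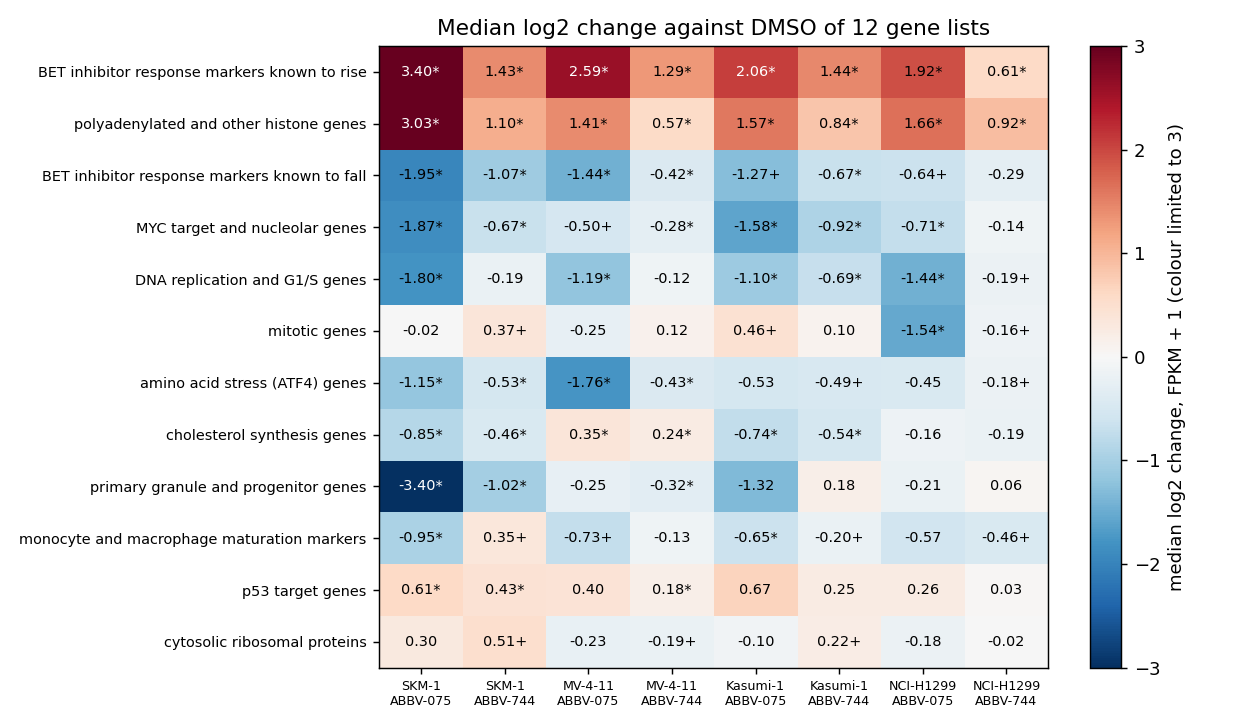
Median log2 change against DMSO of 12 gene lists (vertical) in each line and compound (horizontal), with colour limited to 3, where a star marks an adjusted p under 0.05 with the preset and with an estimated correlation and a plus sign one under 0.05 with the preset correlation alone. Mitotic genes were at -1.54 in NCI-H1299 with ABBV-075 and between -0.25 and 0.46 in the leukaemia lines, and the ribosomal protein value of 0.22 in Kasumi-1 with ABBV-744 was -0.05 with quantile normalization.

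Across genes the changes of the compounds correlated, with r = 0.834 in the AML mean, 0.733 in SKM-1, 0.787 in MV-4-11, 0.792 in Kasumi-1 and 0.686 in NCI-H1299. Both use the same DMSO libraries, and simulations with no effect gave r from 0.495 to 0.5. The covariance in the AML mean was 0.196 against 0.00788 without an effect, and r was 0.739 with separate controls, while in SKM-1 it fell to 0.439. Of the AML mean, 1760 genes were higher and 1718 lower with both compounds. Of genes called with ABBV-744, 90.8% were called in the same direction with ABBV-075. Errors of shared DMSO libraries add to this overlap by an unmeasured amount. Opposite calls were few in every line. Of 3593 genes called with ABBV-744 in SKM-1 77 rose with it and fell with ABBV-075, among them S100A8 at 3.18 and -0.88, and 27 did the reverse. These counts were 118 and 76 with GC correction, and 68 and 18 without SKM-1 DMSO replicate 2. In NCI-H1299 they were 8 and 11 of 683 genes. The median ratio of ABBV-744 to ABBV-075 changes was 0.357 in SKM-1, 0.386 in MV-4-11, 0.403 in Kasumi-1 and 0.25 in NCI-H1299. Between lines, the ABBV-075 changes correlated with r from 0.591 to 0.667 and the ABBV-744 changes with r from 0.327 to 0.451.

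The last comparison tested the difference in response between the leukaemia lines and the lung cancer line. With ABBV-075 1886 of 10180 genes differed, 1072 higher and 814 lower in the AML mean than in NCI-H1299. MYC fell further in the AML mean, by a difference of -3.02 ± 0.20, as did the amino acid transporter SLC7A5 (-2.32 ± 0.29), BCL2 (-1.63 ± 0.13) and MYB (-1.43 ± 0.14). Within the AML mean MYC fell least in MV-4-11, and the MYB value rests mostly on SKM-1, as above. The mitotic genes CDCA3 (2.39 ± 0.21) and FAM83D (2.30 ± 0.15), the interferon gene IFI6 (2.56 ± 0.36) and CDKN1A (1.34 ± 0.21) had higher changes in the AML mean. Mitotic genes had higher changes in 30 of 30 cases (median 1.63, adjusted p = 1.67e-31) and CDK inhibitors in 5 of 6 (median 1.13, adjusted p = 4.56e-04). MYC target genes had lower changes in 19 of 32 cases (median -0.66, adjusted p = 1.90e-13; 22 adjusted over the list alone), primary granule genes in 4 of 6 (median -1.73, or -0.59 without NCI-H1299 DMSO replicate 2 and -0.58 without NCI-H1299 ABBV-744 replicate 1, adjusted p = 0.00379) and ATF4 genes in 7 of 17 (median -0.53, adjusted p = 8.87e-07; 7 lower and 1 higher adjusted over the list alone). For DNA replication genes no difference was called (median 0.09, adjusted p = 0.754). Counts not given otherwise were the same adjusted over the list alone. The gene count was 3124 without SKM-1 DMSO replicate 1, 1073 and 1120 without NCI-H1299 DMSO replicate 1 and 2, and 1120 and 1112 without NCI-H1299 ABBV-075 replicate 1 and 2. It was 3993 without a filter, 1152 with a filter of 5 FPKM, 3516 with GC correction and 3421 without both libraries that stood apart.

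With ABBV-744 the AML mean and NCI-H1299 differed in 58 genes, 31 higher and 27 lower. GLIPR1 (1.72 ± 0.20) and the inflammatory caspase CASP4 (1.32 ± 0.15) had higher changes in the AML mean, and the fatty acid desaturase SCD (-0.92 ± 0.12) a lower one. The difference for MYC was not called at -0.78 (95% interval -1.21 to -0.35), but was called without SKM-1 DMSO replicate 1 (-0.65) or 2 (-0.91). MYC target genes had lower changes as a list (median -0.49, adjusted p = 4.02e-20), with 2 of 32 called and 15 adjusted over the list alone. Mitotic genes had higher changes as a list (median 0.30, adjusted p = 1.85e-08), with 0 of 30 called by limma, 6 adjusted over the list alone and 12 at an unadjusted p under 0.05. Their median change with ABBV-744 was 0.19 in the AML mean and -0.16 in NCI-H1299. The gene count was 711 and 405 without SKM-1 DMSO replicate 1 and 2, 141 without either Kasumi-1 ABBV-075 library, 10 and 17 without NCI-H1299 DMSO replicate 1 and 2, and 16 without either NCI-H1299 ABBV-744 library. Other settings gave from 33 with a filter of 5 FPKM to 913 without both libraries that stood apart. The share of calls that were higher was 53.4%, against 43% with median centring. The difference between the compounds itself differed in 669 genes, 274 higher and 395 lower, with MYC at 2.24 ± 0.20 and mitotic genes lower in 29 of 30 cases (median -1.25, adjusted p = 6.85e-42), the same adjusted over the list alone. That count was 1230 without SKM-1 DMSO replicate 1 or 2, 301 and 280 without NCI-H1299 ABBV-075 replicate 1 and 2, and 273 and 350 without NCI-H1299 ABBV-744 replicate 1 and 2, and ran from 384 with a filter of 5 FPKM to 1989 without both libraries that stood apart in other settings. List calls printed in sentences without a p for an estimated correlation held with one.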

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

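The tests of SKM-1 DMSO replicate 2, the tests of a fixed fraction for the monocyte list, the splits within lines, the GC correction and the fit without both libraries that stand apart were chosen after data had been seen, while the other tests here were set before. The first results listed are those where the AML mean and NCI-H1299 differed in their response, by a test of the difference, and each value is the AML mean minus NCI-H1299 on the log2 scale.

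With ABBV-075 at 100 nM 1886 genes differed, with ABBV-744 at 200 nM 58, and between the compounds 669. Leaving out 1 library moved these to between 1073 and 3124, 10 and 711, and 273 and 1230. With ABBV-075 the list medians were 0.58 for response markers known to rise, -1.06 for those known to fall, -0.66 for MYC targets, 1.63 for mitotic genes, 1.13 for CDK inhibitors, -1.73 for primary granule genes, 0.70 for immediate early genes, -0.53 for ATF4 genes and 0.65 for extracellular matrix genes. The call of the immediate early genes was lost with an estimated correlation (adjusted p = 0.0615), as was that of the extracellular matrix genes (adjusted p = 0.0717), and without NCI-H1299 DMSO replicate 1 or 2 the markers known to fall were not called (median -0.38 and -0.42, adjusted p = 0.153 and 0.158). Extracellular matrix genes also lost it without SKM-1 ABBV-075 replicate 1 (0.64), MV-4-11 DMSO replicate 1 (0.65), NCI-H1299 DMSO replicate 2 (0.63) or NCI-H1299 ABBV-075 replicate 2 (0.57). Still called, the primary granule median was -0.59 without NCI-H1299 DMSO replicate 2 and -0.58 without NCI-H1299 ABBV-744 replicate 1, and that of immediate early genes 0.43 without Kasumi-1 ABBV-075 replicate 1.

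Among single genes with ABBV-075, lower changes in the AML mean stood for MYC (-3.02), the aldehyde dehydrogenase ALDH3B1 (-2.69), SLC7A5 (-2.32), the sialyltransferase ST3GAL3 (-1.92), ARHGAP27 (-1.86), the kinase subunit PRKACB (-1.86), BCL2 (-1.63), MYB (-1.43), CDK6 (-0.69) and BRD2 (-0.97), which rose less than in NCI-H1299. The MYB value rests mostly on SKM-1, as the fall of MYB was not called in MV-4-11 and its Kasumi-1 libraries were not all below DMSO. Higher changes in the AML mean stood for IFI6 (2.56), C20orf24 (2.48), CDCA3 (2.39), FAM83D (2.30), UBALD2 (2.25), the helicase PIF1 (2.20), CDKN1A (1.34), SERPINI1 (0.99), HEXIM1 (0.59) and MCL1 (0.51). The calls of C20orf24, CDK6, HEXIM1 and MCL1 were lost without NCI-H1299 DMSO replicate 1 (at 2.03, -0.61, 0.54 and 0.53) and without NCI-H1299 ABBV-075 replicate 1 (at 1.90, -0.76, 0.59 and 0.47), and the calls of CDK6, HEXIM1 and MCL1 without NCI-H1299 DMSO replicate 2 (at -0.76, 0.63 and 0.48). Without NCI-H1299 ABBV-075 replicate 2 CDK6 (-0.61) and HEXIM1 (0.58) lost the call, and CDK6 lost it without any 1 of 13 other libraries too, at values from -0.71 to -0.63.

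With ABBV-744 the list medians were 0.62 for response markers known to rise, -0.50 for those known to fall, -0.49 for MYC targets, 0.19 for ribosomal proteins, -0.17 for DNA replication genes, 0.30 for mitotic genes, 0.36 for CDK inhibitors, 0.33 for p53 targets, 0.17 for histone genes, -0.54 for primary granule genes, 0.31 for leukaemia transcription factors, 0.41 for interferon genes, 0.31 for inflammatory genes, -0.16 for cholesterol genes and -0.25 for ATF4 genes. With an estimated correlation the calls were lost for ribosomal proteins (adjusted p = 0.557), primary granule genes (adjusted p = 0.0910), leukaemia transcription factors (adjusted p = 0.160), interferon genes (adjusted p = 0.297) and inflammatory genes (adjusted p = 0.0582). The median of leukaemia transcription factors turned to -0.0220 without a filter on low values. Without SKM-1 DMSO replicate 1 the calls of CDK inhibitors (0.31, adjusted p = 0.0628) and leukaemia transcription factors (0.26, adjusted p = 0.0879) were lost, and without NCI-H1299 ABBV-744 replicate 2 those of p53 targets (0.33, adjusted p = 0.0590) and ribosomal proteins (0.13, adjusted p = 0.138), the latter also without SKM-1 DMSO replicate 2 (0.0824, adjusted p = 0.126). Primary granule genes lost their call without NCI-H1299 ABBV-744 replicate 1 (-0.12, adjusted p = 0.175), NCI-H1299 DMSO replicate 1 (-0.38, adjusted p = 0.133) or any 1 of 10 other libraries (-0.60 to -0.48), and stood at -0.23 without NCI-H1299 DMSO replicate 2.

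Other list medians for ABBV-744 moved by more than 1.5 times and kept their call. Without SKM-1 DMSO replicate 1 they were 0.32 for ribosomal proteins, 0.28 for histone genes, -0.10 for cholesterol genes and -0.13 for ATF4 genes, and without replicate 2 cholesterol genes stood at -0.25. Markers known to fall stood at -0.25 without Kasumi-1 DMSO replicate 1 or 2, and p53 targets at 0.19 without NCI-H1299 DMSO replicate 1.

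Among single genes with ABBV-744 GLIPR1 (1.72), CASP4 (1.32), LGALS1 (1.14), TGFBR2 (1.01), TP53INP1 (0.98), CARD8 (0.98), SCD (-0.92), CPNE7 (-1.33), ST3GAL3 (-1.09), UROS (-0.82), FOXRED2 (-0.82), FAM216A (-0.78) and BCL2 (-0.75) differed. Without NCI-H1299 DMSO replicate 1 the calls were lost for LGALS1 (1.08), TGFBR2 (0.96), TP53INP1 (0.94), CARD8 (1.06), CPNE7 (-1.39), ST3GAL3 (-1.24), UROS (-0.78), FOXRED2 (-0.82) and FAM216A (-0.78). Without DMSO replicate 2 of that line they were lost for LGALS1 (1.19), TP53INP1 (1.02), CARD8 (0.89), CPNE7 (-1.28), ST3GAL3 (-0.95), FOXRED2 (-0.81) and FAM216A (-0.78). Without its ABBV-744 replicate 1 or 2 they were lost for LGALS1 (1.13 and 1.14), TP53INP1 (0.92 and 1.04), CARD8 (0.90 and 1.05), CPNE7 (-1.33 in both), ST3GAL3 (-1.02 and -1.17), FAM216A (-0.70 and -0.86) and BCL2 (-0.67 and -0.83), for TGFBR2 without replicate 1 (0.88) and for FOXRED2 without replicate 2 (-0.78). ST3GAL3 also lost its call without ABBV-744 replicate 1 of SKM-1 (-1.07) or of MV-4-11 (-1.06), and FAM216A without any 1 of 7 leukaemia libraries (-0.78 to -0.75).

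For ABBV-744 against ABBV-075 the medians were 0.66 for markers known to fall, 0.19 for MYC targets, -0.20 for DNA replication genes, -1.25 for mitotic genes, -0.62 for CDK inhibitors, 0.89 for primary granule genes, 0.17 for inflammatory genes, -0.53 for immediate early genes, 0.40 for ATF4 genes and -0.21 for extracellular matrix genes. With an estimated correlation the calls were lost for markers known to fall (adjusted p = 0.109), MYC targets (adjusted p = 0.146), inflammatory (adjusted p = 0.153), immediate early (adjusted p = 0.0921) and extracellular matrix genes (adjusted p = 0.0940). Leaving out NCI-H1299 DMSO replicate 1 or 2 ended the call of markers known to fall (0.25, adjusted p = 0.744 and 0.749), and replicate 2 that of primary granule genes (0.77, adjusted p = 0.0569). Inflammatory genes were not called without SKM-1 ABBV-075 replicate 2 (0.15), Kasumi-1 ABBV-075 replicate 2 (0.12) or NCI-H1299 ABBV-075 replicate 1 (0.12), nor extracellular matrix genes without SKM-1 ABBV-075 replicate 1 (-0.22), NCI-H1299 ABBV-075 replicate 2 (-0.28) or NCI-H1299 ABBV-744 replicate 2 (-0.24). Still called, DNA replication genes stood at -0.13 without Kasumi-1 ABBV-075 replicate 1, and immediate early genes at -0.35 and -0.28 without SKM-1 ABBV-075 replicate 1 and 2, -0.31 without Kasumi-1 DMSO replicate 1 or 2, and -0.31 and -0.24 without Kasumi-1 ABBV-075 replicate 1 and 2. MYC (2.24), MYB (1.23), BCL2 (0.88) and BRD2 (0.56) differed, and BRD2 lost its call without any 1 of the NCI-H1299 ABBV-075 (0.54 and 0.59) or ABBV-744 libraries (0.54 and 0.59). The MYB value rests mostly on SKM-1, where the compounds differed far more for MYB than in MV-4-11.

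Among the genes named in every comparison, 2 had treated libraries all above DMSO in some lines and all below in others, and differences between single lines were not tested. With 2 libraries against 2 such a separation arises by chance in 33.3% of cases, in either direction. CDK6 with ABBV-075 stood at -1.83 in SKM-1, -2.01 in MV-4-11, 0.37 in Kasumi-1 and -0.47 in NCI-H1299, the last 2 not called. MCL1 with ABBV-744 stood at 0.65, 0.21, 0.20 and -0.17 in the same order, called in SKM-1 alone. Groups of 2 libraries are too small to test for a single distant library within a group.

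The fall of mitotic genes with ABBV-075 in NCI-H1299 and not in the AML mean was weighed against technical explanations. The AML mean averages lines that moved apart, with 9 up and 6 down of 30 in SKM-1, 10 down and none up in MV-4-11 and 18 up and none down in Kasumi-1. After GC correction the difference kept an adjusted p of 2.24e-29 with the preset correlation and its median of 1.63 became 1.56, which argues against GC content as the whole cause. Without the 2 AML libraries that stand apart the adjusted p was 6.43e-28, which argues against these libraries. A difference between the lines themselves, which differ in tissue of origin and p53 status, stays open and untested as to its source.

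The monocyte and macrophage markers fell with ABBV-075 in SKM-1 (median -0.95) and were called higher with ABBV-744 (median 0.35). With GC-corrected values the medians were -1.0 and 0.36 (higher adjusted p = 0.0385) and without SKM-1 DMSO replicate 2 -1.46 and 0.31 (higher adjusted p = 0.0462), which argues against GC content and against that library as the whole cause. That ABBV-744 acts as a fixed positive fraction of ABBV-075 for every gene is argued against by 8 of 13154 genes in SKM-1 with opposite changes, by the larger of both p with Bonferroni adjustment over all genes, and by 12, 5 and 15 with GC correction, without SKM-1 DMSO replicate 2 and without replicate 1; adjusted by Holm over the 17 markers, CD86 moved in opposite directions in all 4 fits. The ABBV-744 call itself is not firm, as it was lost with an estimated correlation (adjusted p = 0.217), without SKM-1 DMSO replicate 1 (median 0.71, adjusted p = 0.0554) and without both libraries that stand apart (median 0.31, adjusted p = 0.0786). A stricter rule, tried after the 0.0462 was seen, asked for a call with an estimated correlation too and would leave GC content and that library open.

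SKM-1 DMSO replicate 2 stood apart from replicate 1. After GC correction the SD of their log2 difference was 0.593, against at most 0.279 in the other pairs, which argues against GC content as the whole cause. Its mitochondrial share of 22.3% lay above the 16.3% of the highest library of the other lines, which argues against a mixture with RNA of another of the 4 lines, and above the 9.58% of the highest treated SKM-1 library, which argues against a treated library under the DMSO label as the whole cause. On a scale from DMSO replicate 1 at 0 to the treated mean at 1, the library had a median position of 0.383 for ABBV-744 and 0.146 for ABBV-075 over 3056 genes, so whether a wrong label adds to the difference stays open. RNA quality may differ between these libraries, for which no further test was run.

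For the AML mean, other splits of the 12 libraries compared were drawn, 100 of the 462 possible ones, the real split included. For ABBV-075 against DMSO 1 of 100 splits, the real one, called as many genes, with 5208 against at most 1685 in the others. For ABBV-744 against DMSO it was 1 of 100, with 2306 against 315, and for ABBV-744 against ABBV-075 1 of 100, with 4551 against 2690. Those splits mix the lines, so labels were also exchanged within each line alone, in 100 of 108 possible splits. The highest other counts were then 9, 2 and 485, and 1 of 100 splits, the real one, called as many genes in each comparison, so chance can be excluded for all 3 counts. These fits hold the 12 libraries alone, hence the lower counts than in the fit of 24.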

How the results depend on the processing

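Values in this part that carry the GC correction or leave out the 2 libraries that stand apart were chosen after seeing the data, while all other settings were planned. The counts of genes for ABBV-075 against DMSO in MV-4-11, Kasumi-1, NCI-H1299 and the AML mean, and both other counts in the AML mean, stayed within 1.5 times under every setting and with each library left out. For every value below, the cause was not tested, except that the filters change how many genes are tested. A left-out library or a fit of 1 line also changes which libraries, and how many, set the spread. In a fit of each line alone the counts were 5277, 260 and 2357 in SKM-1 for ABBV-075, ABBV-744 and the compounds against each other, 927 and 2379 in Kasumi-1 for the last 2, and 2739 and 7881 in NCI-H1299 for the last 2. With GC correction ABBV-744 called 5399 genes in SKM-1, 2906 in MV-4-11, 4653 in Kasumi-1 and 1309 in NCI-H1299, the compounds differed in 4328 in MV-4-11, and the differences between the AML mean and NCI-H1299 counted 3516, 839 and 1924. Without the 2 libraries ABBV-744 called 3216 in MV-4-11, 5040 in Kasumi-1 and 1540 in NCI-H1299, the compounds differed in 4528 in MV-4-11, and the differences counted 3421, 913 and 1989. No filter gave differences of 3993, 662 and 1949, and a filter of 5 FPKM gave 1152, 33 and 384, with 826 genes for ABBV-744 in MV-4-11 and 324 in NCI-H1299. A pseudocount of 0.1 gave 191 genes for ABBV-744 in NCI-H1299. A pseudocount of 5 gave 4 called lists there and 112 genes for the ABBV-744 difference, which median centring put at 93. The ratio of the compounds in MV-4-11 was 0.379 and 0.389 with a pseudocount of 0.1 and 5, 0.400 without a filter, 0.376 with a filter of 5 FPKM, 0.398 on the TPM scale, 0.387 without trend or robust, 0.399 with GC correction and 0.394 without the 2 libraries. It was 0.377 in SKM-1 without a filter, 0.264 and 0.232 in NCI-H1299 without a filter and with 5 FPKM, and 0.443 and 0.448 in Kasumi-1 with GC correction and without the 2 libraries. Reversed values were the medians of extracellular matrix genes with ABBV-744 in SKM-1 (-0.13) and of leukaemia transcription factors in the ABBV-744 difference (-0.0220) without a filter, that of ribosomal proteins with ABBV-744 in Kasumi-1 with quantile normalization (-0.0547), EGR1 with ABBV-744 in SKM-1 without SKM-1 DMSO replicate 1 (-0.52, against 1.10 and a call without replicate 2), BAK1 between the compounds in the AML mean with GC correction (-0.13), and CD68 (0.51) and ATF5 (0.49) with ABBV-075 in SKM-1 without the 2 libraries. Leaving out each library in turn, the count for ABBV-744 ran from 1967 to 6143 in SKM-1, 591 to 2303 in MV-4-11, 1593 to 4077 in Kasumi-1 and 256 to 1099 in NCI-H1299, where 4 to 10 lists were called. The count between the compounds ran from 1586 to 3697 in MV-4-11, 2576 to 5814 in Kasumi-1 and 2673 to 5666 in NCI-H1299, and the differences between the AML mean and NCI-H1299 from 1073 to 3124, 10 to 711 and 273 to 1230. The ratio ran from 0.335 to 0.369 in SKM-1, 0.372 to 0.392 in MV-4-11 and 0.320 to 0.446 in Kasumi-1. With a library left out, 657 values of named genes lost their call, 597 gained one, 1 reversed and 36039 did neither, and 123 list values lost a call and 108 gained one. The lone library left in a group is then assumed to vary like the other groups. The difference between the AML mean and NCI-H1299, the similarity of the compounds and their ratio have no value in a fit of 1 line, and the ratio has none where a DMSO library of its line is left out. No paired analysis was possible because the replicate numbers follow the order of deposition only. The depth is unknown, so counting error at low FPKM could not be separated from the spread between libraries.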

Other observations

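The test of other NRF2 target genes was set before its result was seen. Lysosome and autophagy genes rose with ABBV-075 in SKM-1, 17 of 24 up and 1 down (median 1.02, adjusted p = 3.16e-04, adjusted p = 0.180 with an estimated correlation), with the autophagy receptor SQSTM1 at 3.02 ± 0.16 and MAP1LC3B, a coat protein of autophagosomes, at 2.56. They rose in NCI-H1299, 10 of 23 up and 2 down (median 0.30, adjusted p = 0.0102, adjusted p = 0.454 with an estimated correlation), with SQSTM1 at 2.22 ± 0.16 and the sialidase NEU1 at 1.61. Immediate early and AP-1 genes rose with ABBV-075 in SKM-1, 13 of 16 up and 2 down (median 1.11, adjusted p = 0.00181), with the phosphatase DUSP5 at 2.57 ± 0.17 and JUN at 2.28 ± 0.14. All 3 counts were the same adjusted over the list alone.

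Genes of amino acid supply fell in NCI-H1299 in part: 10 of 19 ATF4 genes fell and 2 rose with ABBV-075, without a call for the list (median -0.45, adjusted p = 0.275), with TRIB3 at -1.70 ± 0.24 and PHGDH at -1.58. Of 18 interferon genes tested there, 5 rose and 6 fell (median -0.18, adjusted p = 0.853), with the antiviral enzyme OAS3 at -1.99 ± 0.28. In MV-4-11 the 6 tested erythroid and megakaryocyte genes split into 2 up and 3 down with ABBV-075 (3 and 3 adjusted over the list alone, adjusted p = 0.775). The ATF4 and interferon counts were the same adjusted over the list alone.

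The ferritin genes FTH1 and FTL, which store iron, rose with ABBV-075 in MV-4-11 by 1.33 ± 0.13 and 2.20 ± 0.15, and in NCI-H1299 by 1.20 ± 0.13 and 1.59 ± 0.15. They were singled out after their values were seen, outside the rule for named genes, and because both are targets of NRF2, a regulator of oxidant defence, a candidate explanation is a rise of NRF2 targets as a group. A list of other NRF2 target genes, written before the test and without the ferritin genes, NQO1 and SQSTM1, was higher in MV-4-11 with a camera p of 1.18e-04 (p = 0.0246 with an estimated correlation), and 8 of its 12 tested members were called higher and none lower (median 0.65). It was also higher in NCI-H1299 (p = 2.42e-05, p = 0.0102 with an estimated correlation, 8 of 13 up), but not called in SKM-1 (p = 0.179, 6 of 12 up and 2 down) or Kasumi-1 (p = 0.860, 3 of 11 up and 6 down), although FTH1 and FTL rose in both (by 2.84 ± 0.13 and 2.70 ± 0.15 in SKM-1, and by 1.40 ± 0.13 and 1.52 ± 0.15 in Kasumi-1). The p of 1.18e-04 may reflect an NRF2 response in MV-4-11, while it stays open in SKM-1 and Kasumi-1, where the list went both ways and the targets left out of it rose (NQO1 by 1.24 and 0.63, SQSTM1 by 3.02 and 1.0).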
